A study of Homo sapiens with 43 samples.

How the data were processed

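RNA was measured by paired-end sequencing of stranded libraries in 43 samples of GM12878, a human B-lymphoblastoid cell line transformed by Epstein-Barr virus. Cells were grown in batch culture and then moved to a bioreactor held at pH 6.8, 7.0, 7.2 or 7.4, and samples were taken at 0, 24, 48 and 72 h. The labels give each sample a pH, a time and a replicate number from 1 to 4, which makes 13 groups of 2 to 4 samples. The 0 h samples carry no pH. All 43 columns of both deposited tables were matched to a sample, and 0 columns were left over.

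The authors deposited a pair of gene tables with 48557 genes each. The first holds FPKM values per the file headers and name, and its values differed from the second table by a constant per gene and a factor per sample. The second holds a deposited signal: read counts per gene divided by one TMM size factor per sample. This was tested on the values: after division by one step per sample, 100.0% of the values were whole numbers, with a largest distance of 6.98e-10 from a whole read. The steps lay between 0.687 and 1.225. TMM factors recomputed with edgeR from the recovered reads stood at a ratio of 1.0000 to the deposited ones in every sample. The aligner, the counting tool and its strand setting, the genome build, the annotation and any filter of the authors are not stated, so no coordinates are given. Gene identifiers are those of the tables, and symbols come from an annotation of assembly GRCh38.p14, in which 20297 of the 20952 tested genes (96.87%) had one. That annotation also gave which genes overlap each other.

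The recovered reads per sample ranged from 20.84 M to 37.36 M with a median of 25.5 M. A gene with 3 reads or fewer in a library was treated as at the floor of detection, and a fold change against a group whose libraries are all at the floor was computed against 3 reads and is given as a lower bound. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Shares of reads in single samples carry a Wilson interval at the 95% level.

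The tested genes were the 20952 with a mean TMM-scaled value of at least 1 over the 43 samples. Values were taken as log2(value + 1). One linear model with a mean for each of the 13 groups was fitted in R 4.3.3 with limma 3.58.1 (empirical Bayes with a trend on the mean, 30 residual degrees of freedom), and p-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Changes are log2 differences of group means with their moderated standard error, and tests are 2-sided. The labels name no reference pH. pH 7.4, the highest value and the usual pH of blood, was taken as the reference. Comparisons were each lower pH against 7.4 at each time, a linear trend over the 4 pH values at each time (a slope per pH unit), pH 7.4 at each time against 0 h, and the difference of the pH 6.8 effect at 48 or 72 h from that at 24 h. Gene sets written by hand were tested with limma's camera at an inter-gene correlation of 0.01, with sets of at least 5 tested genes, and p-values were adjusted over all set and time combinations. Set scores per sample are the mean over the set of each log2 value minus the gene's mean over all samples.

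Genes were named by a rule: for pH 6.8 against 7.4 at each time, the 3 genes with the highest and the 3 with the lowest log2 change among those past the threshold whose samples do not overlap between the groups; for the other comparisons the highest and the lowest 1; and the genes of a panel of acid-related genes, whatever their values. 2 genes of the panel as first written are not reported here, and all panel counts and adjustments were recomputed without them after the results had been seen. Principal components used the 14862 genes with a mean of at least 10.

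The counts of genes and gene sets, the named genes and the main gene-set results were recomputed with the FPKM table (where a gene passed its filter), a pseudocount of 0.1, no filter on low values, quantile normalization, the replicate number as a block, only the groups compared, rank-based camera, and each sample of the groups compared left out in turn. An edgeR 4.0.16 quasi-likelihood test on the recovered reads, without and with the block, was added after the values had been seen. So was a limma fit of the 39 bioreactor samples with a factor for each of the 16 combinations of number and pH, which pairs samples over time, for the differences between times. Panel genes that did not pass were recomputed at 48 h alone. Samples were also regrouped for part of the results, with at most 100 regroupings per result. No pair of samples within a group was a duplicate: over 53 pairs, the chi-square per degree of freedom of the read counts was between 4.87 and 28.1. Figures were drawn with matplotlib 3.10.9.

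The model was tested on simulated data: 200 of 20952 genes were given a change of at least 2-fold, up or down. Recovery of smaller changes was not tested. limma recovered 69.0% of them, and 99.1% of the 109 with a mean of at least 50 reads, and 6.8% of its calls were false. Without any change it made 0 calls. With a simulated difference between replicate numbers, limma recovered 53.5% without the block and 63.0% with it. Of the 106 changed genes with a mean of at least 50 reads in that simulation, it recovered 83.0% without the block and 98.1% with it. In a simulation of gene sets, camera recovered 10 of 10 shifted sets and called 0 of 200 sets without a shift. These sets held random genes simulated independently of each other. The simulation therefore does not give the rate of false calls for sets whose genes vary together.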

Results

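Gene expression was measured by RNA sequencing in GM12878, a B-lymphoblastoid cell line, to ask how moderate shifts of the culture pH change the transcriptome of cells kept in a bioreactor. The 43 samples comprised 4 taken at 0 h, before the pH treatments, and 39 taken in the bioreactor. At 24 h there were 4 samples at pH 6.8, 4 at pH 7.0, 3 at pH 7.2 and 3 at pH 7.4. At 48 h there were 4, 3, 3 and 4 samples in the same order, and at 72 h there were 3, 2, 4 and 2. Reads per sample ranged from 20.84 M to 37.36 M. The group means lay between 23.16 M reads ± 1.01 (SD, n = 4) at pH 6.8 and 48 h and 30.29 M ± 5.13 (SD, n = 4) at pH 7.0 and 24 h. The median was 28.1 M reads for samples with replicate numbers 3 and 4 and 22.98 M for numbers 1 and 2.

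The first principal component of the log2 values held 15.6% of the variance. Among the bioreactor samples, 75.1% of its variance lay between pH values. Its mean score at 48 h was -15.16 ± 11.72 (SD, n = 4) at pH 6.8, -3.43 ± 5.64 (SD, n = 3) at pH 7.0, 8.11 ± 3.33 (SD, n = 3) at pH 7.2 and 15.89 ± 6.26 (SD, n = 4) at pH 7.4. The second component held 9.73% of the variance, and 76.7% of its variance among the bioreactor samples lay between replicate numbers. The samples therefore differed by replicate number as well as by pH. Across genes, the deviations of 2 samples from their group means correlated at 0.161 on average over the 220 pairs with the same number and at -0.056 over the 630 pairs with different numbers. Among pairs with the same number the mean was 0.187 at the same time (49 pairs) and 0.153 at different times (171 pairs). Genes are not independent replicates, so these means carry no test. The labels do not say what the number stands for. The 33 pairs with the same number and pH at different times had the highest mean, 0.221, so samples taken over time at one pH and number are not treated as shown to be independent. The number of genes past the threshold in each comparison is therefore given without and with the replicate block. Counts of 2-fold changes and of genes shared between comparisons are given without it.

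**Figure D1:**
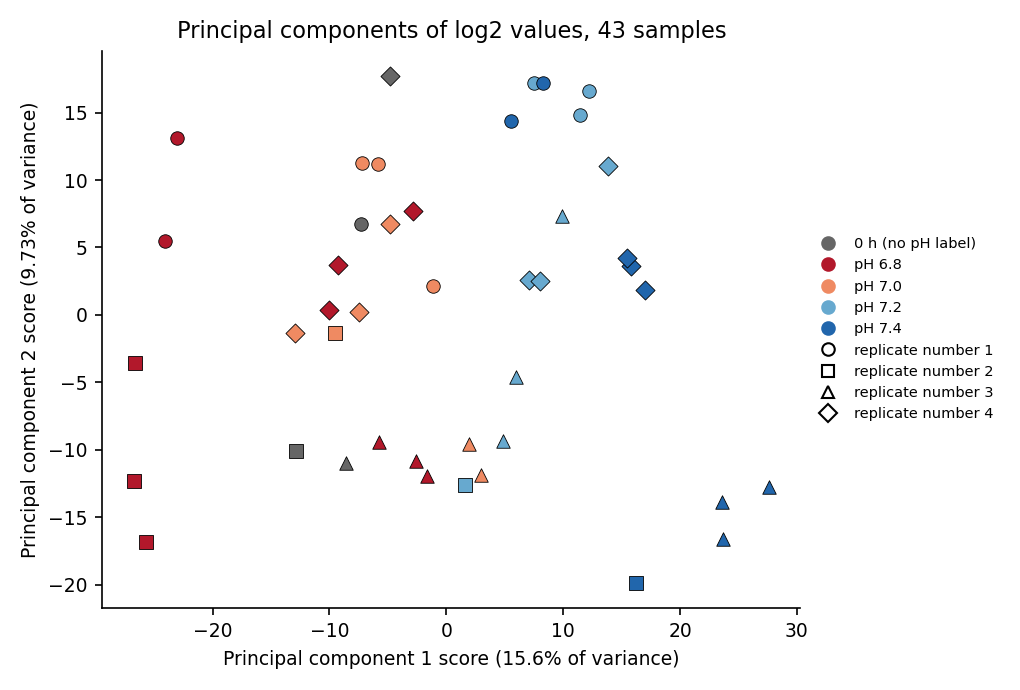
Scores of the 43 samples on the first (x axis, 15.6% of variance) and second (y axis, 9.73% of variance) principal components of the log2 values, both without units. Colour marks pH and shape the replicate number: all pH 6.8 samples lie below 0 and all pH 7.4 samples above 0 on the x axis, with pH 7.0 and 7.2 samples overlapping them. Along the y axis the replicate numbers differ on average and overlap.

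The comparison of pH 6.8 with pH 7.4 at the same time asked what the largest pH deviation changed. At 24 h, 1341 of 20952 tested genes had an adjusted p under 0.05, 754 higher and 587 lower at pH 6.8, and 163 of them changed at least 2-fold. At 48 h the count was 1386 (775 higher, 611 lower, 172 at least 2-fold), and at 72 h it was 648 (412 higher, 236 lower, 159 at least 2-fold). The median absolute log2 change of these genes was 0.42, 0.40 and 0.60 at 24, 48 and 72 h. With fewer samples at 72 h a gene needs a larger change to pass, so these medians do not compare the effect between times. At 72 h pH 7.4 also had no replicate 2, and leaving out pH 6.8 replicate 2 gave 186 genes. With the replicate block the counts were 2469, 3070 and 1312, and they included all 1341 genes at 24 h, all 1386 at 48 h and 647 of the 648 at 72 h. With the block, 1261 genes were higher and 1208 lower at 24 h, 1486 and 1584 at 48 h, and 746 and 566 at 72 h. As a ratio, the alternative that moved these counts most was leaving out pH 7.4 replicate 3 at 24 h, which gave 239 genes. In number of genes it was the replicate block at 48 h. Samples of both groups did not overlap in 1028 of the 1341 genes at 24 h, in 1059 at 48 h and in 635 at 72 h. Among all tested genes the share without overlap was 15.4%, 10.0% and 30.9%, where a random order of the samples gives 5.7%, 2.9% and 20%.

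**Figure D2:**
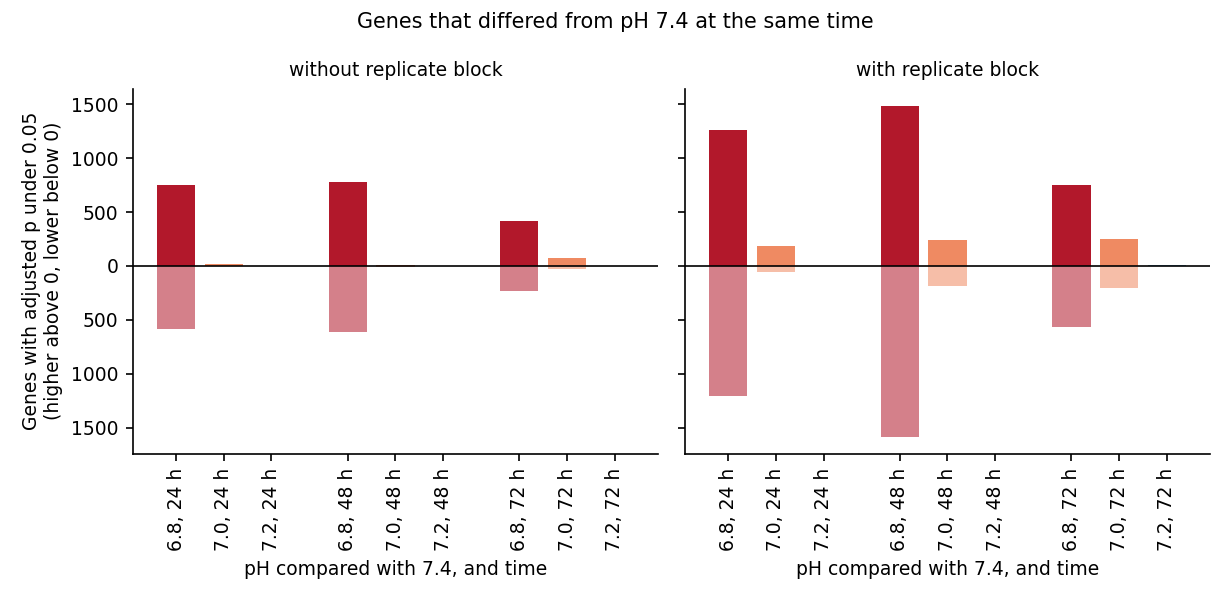
Number of genes with an adjusted p under 0.05 for pH 6.8, 7.0 and 7.2 against pH 7.4 at 24, 48 and 72 h, with genes higher than at pH 7.4 above 0 and genes lower below 0. The left panel is without and the right panel with the replicate block: pH 6.8 at 48 h rises from 1386 to 3070 genes, and pH 7.2 has at most 8 in either panel.

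Of the genes past the threshold at pH 6.8, 762 were shared between 24 and 48 h, 377 between 24 and 72 h and 462 between 48 and 72 h, each in the same direction at both times. At all 3 times 346 genes passed, 220 higher and 126 lower, and 2120 passed at any time. Of the 1341 genes at 24 h, 99.0% had the same direction at 48 h and 96.9% at 72 h. Whether the effect of pH 6.8 itself differed between times was tested per gene: 0 genes had an adjusted p under 0.05 for 48 h against 24 h (535 with an unadjusted p under 0.05) and 0 for 72 h against 24 h (696 with an unadjusted p under 0.05). With the replicate block these counts were 0 and 1. Neither fit pairs samples of the same number and pH over time. A fit that does, chosen after these results had been seen, gave 0 genes for 48 h (1146 with an unadjusted p under 0.05) and 19 for 72 h (5 higher, 14 lower), so a difference for some genes is not excluded.

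At 24 h the highest log2 change among genes past the threshold without overlapping samples was that of CD1D (gene 912), 3.68 ± 0.68 (SE), adjusted p = 0.000908. Its value was 17 ± 9.1 (SD, n = 4) at pH 6.8 and 0.3 ± 0.6 (SD, n = 3) at pH 7.4, where no library had more than 3 reads, so it was at least 5.52-fold higher. FOXA3 (gene 3171) and ASTL (gene 431705) rose by 2.51 and 2.44, with adjusted p = 0.00645 and adjusted p = 0.00519. FOXA3 had a mean value of 10.8 at pH 6.8, and with edgeR on the recovered reads its adjusted p was 0.059. The lowest changes were those of ADAMTS7P5 (gene 100422416), a pseudogene, at -2.28, MORN3 (gene 283385) at -2.27 and H2AC14 (gene 8331), a member of the histone gene family, at -2.26. ADAMTS7P5 had 1 read in the 4 libraries at pH 6.8 and was at least 1.65-fold lower, and MORN3 was at least 2.8-fold lower. MORN3 passed no longer with a pseudocount of 0.1 (adjusted p = 0.0649). These 3 genes had adjusted p = 0.00885, adjusted p = 0.0142 and adjusted p = 0.017.

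At 48 h the long noncoding RNA LINC01531 (gene 100128682) rose by 2.55 ± 0.44 (SE), adjusted p = 0.000274, from 5.0 ± 1.8 (SD, n = 4) at pH 7.4 to 33.3 ± 6.2 (SD, n = 4) at pH 6.8. SOWAHA (gene 134548) rose by 2.29, adjusted p = 0.00717, at a mean value of 6.4 at pH 6.8. With edgeR its adjusted p was 0.0501. CCR9 (gene 10803) rose by 2.15 ± 0.45 (SE), adjusted p = 0.00173, from 87.3 ± 55.2 (SD, n = 4) to 353.2 ± 164.2 (SD, n = 4). H2AC19 (gene 723790) fell by 2.48 and was at least 1.87-fold lower, LOC105372895 (gene 105372895) fell by 2.41 and was at least 1.48-fold lower, and LCE1C (gene 353133) fell by 2.22. Their adjusted p were 0.00416, 0.00416 and 0.00588, and all 3 had mean values of 3.0 or less at pH 6.8. At 72 h CCR9 rose by 3.0 ± 0.58 (SE), adjusted p = 0.00168, from 25.3 ± 6.3 (SD, n = 2) to 233.7 ± 149.5 (SD, n = 3). LOC105369677 (gene 105369677) and ISM1 (gene 140862) had no reads in either pH 7.4 sample and were at least 2.17-fold and 2.32-fold higher. FUT7 (gene 2529) fell by 2.67 ± 0.46 (SE), adjusted p = 0.000769, from 319.3 ± 35.9 (SD, n = 2) to 52.5 ± 24.1 (SD, n = 3). GPR15LG (gene 387695) fell by 2.92 and ASS1 (gene 445) by 2.45. ASS1 had an adjusted p of 0.0352, and 0.0605 with a pseudocount of 0.1.

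In the annotation of GRCh38.p14, MORN3, LINC01531, CCR9, H2AC19, LOC105372895, ISM1, FUT7 and ASS1 overlap another gene, CCR9 with LZTFL1 and FUT7 with LINC02908, for example. The strand setting of the authors' counting is not stated, so reads of the overlapping gene are not excluded. H2AC14, H2AC19 and ADAMTS7P5 resemble other genes in sequence, and how reads shared between such genes were counted is not stated either.

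The comparisons of pH 7.0 and 7.2 with 7.4 asked how small a deviation was detectable. At pH 7.0, 17 genes passed at 24 h (14 higher, 3 lower), 11 at 48 h (6 higher, 5 lower) and 109 at 72 h (77 higher, 32 lower). With the replicate block the counts were 236, 432 and 456. The 24 h count ranged from 0 to 269 when single samples were left out. The directions of such small counts varied too: without a filter 10 genes were higher and 9 lower at 24 h and 14 and 4 at 48 h, and 5 were higher and 11 lower at 48 h with the FPKM table. All 17 genes at 24 h, all 11 at 48 h and 95 of the 109 at 72 h also passed at pH 6.8 at the same time and in the same direction. Both comparisons use the same pH 7.4 samples, which alone can make calls coincide, so this overlap is not independent evidence of a pH effect. At pH 7.2, 0 genes passed at 24 h (673 with an unadjusted p under 0.05), 0 at 48 h (685) and 2 at 72 h (2 higher, with 1305 at an unadjusted p under 0.05). Without a filter the last count was 2 higher and 11 lower. With the block the pH 7.2 counts were 0, 0 and 8. The 72 h groups at pH 7.0 and 7.4 held 2 samples each. The extreme genes at pH 7.0 were TSPAN18 (gene 90139; 1.44, adjusted p = 0.0415) and PECAM1 (gene 5175; -0.59, adjusted p = 0.0476) at 24 h, and DUSP15 (gene 128853; 1.49, adjusted p = 0.0291) and AHNAK (gene 79026; -0.69, adjusted p = 0.027) at 48 h. At 72 h they were LOC105369677 (at least 2.29-fold higher, adjusted p = 0.0492) and SCARNA10 (gene 692148; at least 3.66-fold lower, adjusted p = 0.0142), which lies within NCAPD2. At pH 7.2 and 72 h CYP19A1 (gene 1588) was at least 3.54-fold higher, adjusted p = 0.049. TSPAN18 and PECAM1 did not pass with edgeR (adjusted p = 0.0509 and adjusted p = 0.0573), nor did LOC105369677 (adjusted p = 0.0643) and CYP19A1 (adjusted p = 0.487). PECAM1 also fell short with the FPKM table (adjusted p = 0.0623), a pseudocount of 0.1 (adjusted p = 0.0515) and no filter (adjusted p = 0.0674). LOC105369677 fell short without a filter and with quantile normalization. With only the groups compared, TSPAN18 (adjusted p = 0.121), PECAM1 (adjusted p = 0.0841), DUSP15, LOC105369677, SCARNA10 and CYP19A1 did not pass. TSPAN18, DUSP15 and CYP19A1 also overlap other annotated genes.

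A linear trend over the 4 pH values used the samples of each time together. At 24 h 1967 genes had a slope with an adjusted p under 0.05, 926 rising and 1041 falling with increasing pH. At 48 h there were 1616 (753 rising, 863 falling), and at 72 h 946 (367 rising, 579 falling). With the replicate block the counts were 3019 (1493 rising, 1526 falling), 3361 (1742 rising, 1619 falling) and 1699 (764 rising, 935 falling), so the balance at 48 h turned around. With the FPKM table the balance at 24 h turned around, with 1027 rising and 1004 falling.

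Gene sets at pH 6.8 against 7.4 were compared to ask which cell functions moved together. Of 36 combinations of 12 sets and 3 times, 23 had an adjusted p under 0.05, 14 lower and 9 higher, and 23 did with the replicate block. Leaving out single samples gave 21 to 25. Here and below, camera's p-values compare the genes of a set with the other genes at a preset correlation of 0.01. They do not measure the spread of a set between cultures. The G2/M and mitosis set had a median log2 change of -0.45 at 24 h (adjusted p = 6.69e-20, 34 of 34 genes lower), -0.30 at 48 h (adjusted p = 8.91e-11) and -0.14 at 72 h (adjusted p = 0.00347). At 72 h it did not pass with the replicate block, where the median was -0.044 (adjusted p = 0.131). Its scores at 24 h were -0.620, -0.351, 0.083 and 0.024 in pH 6.8 replicates 1 to 4. At pH 7.4 they were -0.033, 0.349 and 0.320 in replicates 1, 3 and 4, so the samples overlapped. Within each of these numbers the score was lower at pH 6.8. The S phase set had medians of -0.36, -0.25 and -0.23 at the 3 times, with 34 of 34 genes lower at each. The unfolded protein and endoplasmic reticulum set had medians of -0.25, -0.37 and -0.32, with an adjusted p = 1.82e-21 and 23 of 23 genes lower at 48 h. MHC class II genes were higher, with medians of 0.25, 0.30 and 0.57 (adjusted p = 8.91e-11 and 12 of 13 genes at 72 h). Interferon response genes were higher by medians of 0.14, 0.22 and 0.20. Cytosolic ribosomal protein genes were higher by 0.11 at 24 h and 0.075 at 48 h, and at 72 h passed with the block alone (adjusted p = 0.00859). The ATF4 set passed at 48 h (-0.13) and 72 h (-0.24), and the p53 target set at 48 h (-0.13) and 72 h (-0.23). With the FPKM table the p53 target set at 48 h did not pass (-0.121, adjusted p = 0.0507). The cholesterol set passed at 72 h (-0.12), and so did the mitochondrially encoded genes at 72 h (0.42). The glycolysis and hypoxia set and the lysosome set passed at none of the 3 times, which does not show that they were unchanged. At 24 h the glycolysis and hypoxia score was -0.09 ± 0.02 (SD, n = 4) at pH 6.8 and -0.00 ± 0.01 (SD, n = 3) at pH 7.4, without overlap. At 48 h, where samples overlapped, it was -0.11 ± 0.03 (SD, n = 4) and -0.09 ± 0.06 (SD, n = 4). These differences in score were not tested. Every set and time that passed kept its direction with the FPKM table, quantile normalization, edgeR and the replicate block.

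**Figure D3:**
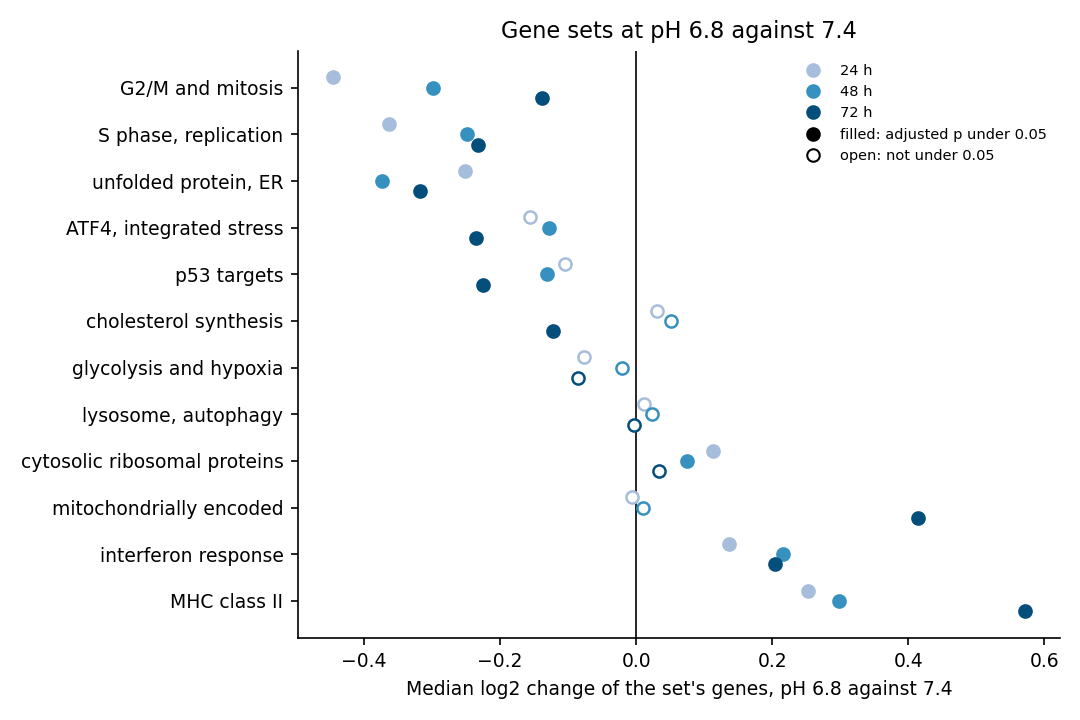
Median log2 change at pH 6.8 against 7.4 (x axis) of the genes of each of 12 sets (y axis) at 24, 48 and 72 h, with filled points for an adjusted p under 0.05. The cell cycle and unfolded protein sets lie below 0 at each time, G2/M and mitosis moving from -0.45 to -0.14, and MHC class II rises to 0.57.

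The effect of pH 6.8 on the sets was also compared between times, and 15 of 24 differences from 24 h had an adjusted p under 0.05. For G2/M and mitosis the difference was 0.14 at 48 h (adjusted p = 3.16e-05) and 0.28 at 72 h (adjusted p = 7.05e-11), toward 0. For MHC class II it was 0.24 at 72 h (adjusted p = 0.00024), and for the mitochondrially encoded genes 0.41 at 72 h (adjusted p = 1.59e-05).

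A panel of 10 genes for acid sensing, acid transport and the response to acid was examined. GPR4 and CA12 were too low to test, with highest values of 2.71 and 3.49 in any sample. The other 8 genes gave 1 call over 24 gene and time combinations when adjusted over all tested genes and 1 when adjusted over the panel alone. The call was GPR132 (gene 29933) at 24 h, which rose by 0.26 ± 0.08 (SE), adjusted p = 0.0375, from 1422.8 ± 143.1 (SD, n = 3) to 1706.9 ± 141.8 (SD, n = 4). At 48 h the log2 change was 0.20 for GPR132, 0.18 for GPR65, 0.09 for SLC16A1, 0.09 for SLC16A3, 0.08 for SLC4A7, -0.37 for CA2, 0.02 for TXNIP and 1.06 for ARRDC4. Their adjusted p ranged from 0.0864 to 0.964. The value of ARRDC4 was 3.6 ± 1.1 (SD, n = 4) at pH 6.8, so few reads stand behind this change. GPR132 passed with the replicate block at 24, 48 and 72 h (adjusted p = 0.00158, adjusted p = 0.00969 and adjusted p = 0.0224) and no other panel gene did at any time. At 48 h GPR132 also passed with the FPKM table (adjusted p = 0.0398) and with quantile normalization (adjusted p = 0.0478). At 48 h it did not pass with a pseudocount of 0.1, without a filter, with edgeR without the block or with only the groups compared. GPR132 at 24 h did not pass without a filter (adjusted p = 0.0675) or with only the groups compared (adjusted p = 0.107). CA2 at 48 h passed with edgeR and the block (adjusted p = 0.0439). GPR132, SLC16A1, SLC16A3, SLC4A7 and CA2 overlap other annotated genes.

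The change with time in the bioreactor was measured at pH 7.4 against the 0 h samples. At 24 h 2128 genes passed (996 higher, 1132 lower), at 48 h 2504 (1198 higher, 1306 lower) and at 72 h 2118 (966 higher, 1152 lower). With the replicate block the counts were 3435, 4064 and 3355. As a ratio, the alternative that moved them most was fitting only the groups compared, with 1033 genes at 24 h. In number of genes it was the replicate block at 48 h. With the FPKM table more genes were higher than lower at 24 h, 1333 against 993. MT1F (gene 4494), of the metallothionein family, rose by 3.35 ± 0.48 (SE) at 24 h, adjusted p = 5e-06, from 2.5 ± 1.9 (SD, n = 4) to 30.8 ± 11.5 (SD, n = 3), and by 2.93 at 48 h. PPFIA4 (gene 8497) fell by 4.59 ± 0.60 (SE) at 24 h, adjusted p = 7.34e-07, from 60.3 ± 12.2 (SD, n = 4) to 2.2 ± 2.4 (SD, n = 3), fell by 4.27 at 48 h and fell by 3.74 at 72 h. PPFIA4 overlaps another annotated gene, LOC105371687. LINC02908 (gene 401563), which overlaps FUT7 and ABCA2, rose by 3.33 at 72 h, adjusted p = 1.42e-05. The interferon response set had a median log2 change of -0.89 at 24 h (adjusted p = 7.79e-60, 32 of 33 genes lower), -0.32 at 48 h (adjusted p = 1.77e-13) and -0.049 at 72 h (adjusted p = 0.132). At 72 h the median had the opposite sign with the replicate block, 0.046 (adjusted p = 0.919), and passed with only the groups compared, -0.049 (adjusted p = 0.0326). The glycolysis and hypoxia set had medians of -0.38, -0.44 and -0.34, with adjusted p = 1.38e-35 and 30 of 30 genes lower at 48 h. The unfolded protein set was higher by 0.47, 0.53 and 0.46, and the cytosolic ribosomal protein set lower at the 3 times, with medians of -0.24, -0.25 and -0.27. MHC class II genes were lower, with a median of -0.14 at 48 h (adjusted p = 0.0408, and adjusted p = 0.0692 with the FPKM table) and -0.56 at 72 h (adjusted p = 4.88e-08, 12 of 13 genes lower), so their higher level at pH 6.8 than at 7.4 at 72 h goes with a fall at pH 7.4.

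**Figure D4:**
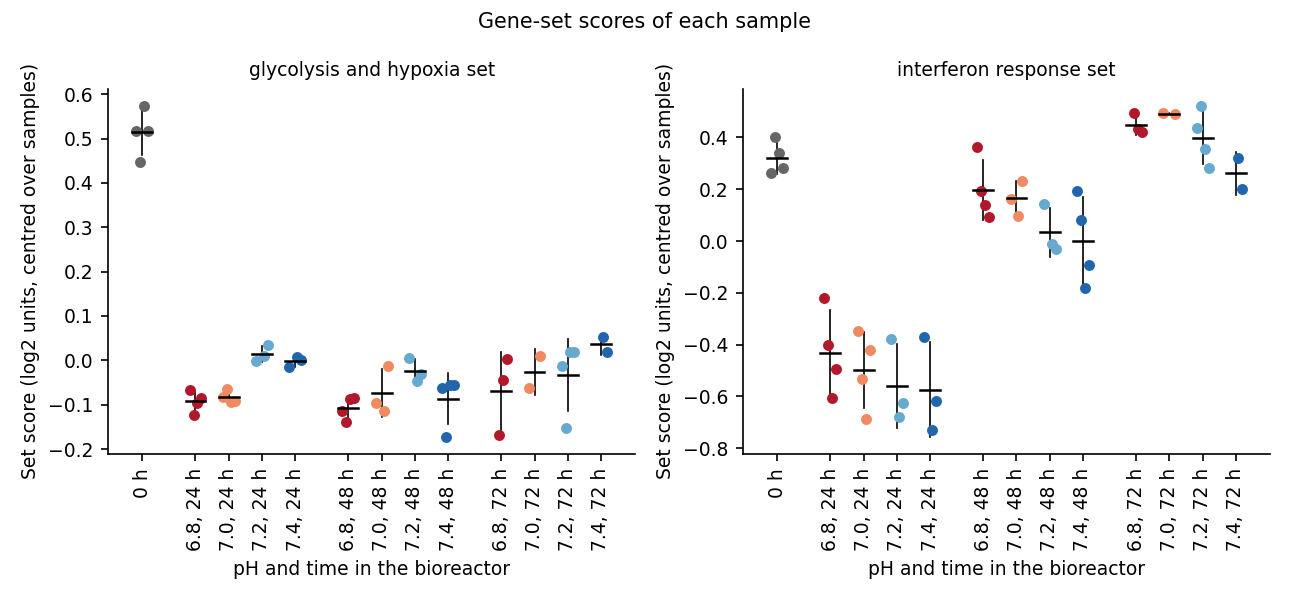
Set scores of each sample in log2 units (y axis) by pH and time (x axis) for the glycolysis and hypoxia set (left) and the interferon response set (right), with lines for the group mean and 1 SD. The 4 samples at 0 h have hypoxia scores of 0.448 or more and the 39 later samples 0.053 or less, and the interferon scores of the 14 samples at 24 h are all at or below -0.219.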

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

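The tests of the set differences between times with the replicate block and with pairing over time, and the test of the mitochondrial share by replicate number were chosen only after those results had been seen. The other tests in this part were written before their values were known, though after the pattern they address had been seen.

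In groups of 4 samples, 148 combinations of a measure and a group were examined for a single sample far from the other 3, by the gap to the nearest sample relative to the whole range. 13 had such a sample, and 7.4 would be expected by chance, so several of these may be chance alone. One technical explanation is a difference in library size: after every library was thinned to 20.84 M reads, 8 of the 13 still had such a sample. For ADAMTS7P5, SOWAHA and H2AC19 all reads of the group lie in 1 library, so thinning could not even them out and does not test them. The other 5, for which library size is an unlikely source, are the mitochondrial share, the glycolysis and hypoxia score, LCE1C, GPR65 and CA2 at 24 h. No biological explanation was tested, since each case concerns 1 sample within a group.

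Mitochondrial genes took 4.71% of the reads (95% Wilson interval 4.70 to 4.72%) in pH 6.8 replicate 2 at 48 h, against 3.02 to 3.24% in the other 3 samples. Replicate 2 had the highest share in 4 of the 4 groups at 48 and 72 h that hold a replicate 2, and in 0 of the 3 such groups at 0 and 24 h. Shuffling the samples within the 4 later groups gave this in an exact share of 0.00521 of the orders. This was noticed in the data first, and the labels do not say what the number stands for. A difference that goes with the replicate number is a candidate explanation that cannot be told apart from a property of these cultures. The median change of the mitochondrially encoded set at pH 6.8 and 72 h, 0.415 over all samples and 0.315 with the replicate block, was 0.239 (adjusted p = 0.0222) without pH 6.8 replicate 2 at 72 h. It was 0.371 (adjusted p = 0.00319) without replicate 3 and 0.618 (adjusted p = 1.02e-06) without replicate 4, so its size depends on which samples are kept.

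Scores of 3 gene sets each had 1 distant sample. The glycolysis and hypoxia score was -0.173 in pH 7.4 replicate 2 at 48 h, against -0.063 to -0.055 in the others. The cytosolic ribosomal protein score was 0.227 in pH 6.8 replicate 1 at 24 h, against -0.031 to 0.004, and the unfolded protein score was -0.174 in pH 7.2 replicate 3 at 72 h, against 0.052 to 0.095. The last pair no longer stood apart after thinning.

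Among the genes named for their changes, ADAMTS7P5 had a value of 0.892 in pH 6.8 replicate 3 at 24 h and 0 in the others. SOWAHA had 3.102 in pH 7.4 replicate 4 at 48 h and 0 in the others, H2AC19 had 1.065 in pH 6.8 replicate 4 at 48 h and 0 in the others, and LCE1C had 5.327 in that sample against 2.22 to 2.30. Counting noise of few reads was tested by drawing each group's reads over its libraries. Draws as uneven as the data made up a share of 0.71 for ADAMTS7P5, which had 1 read, 1 for H2AC19, which had 1 read, and 0.583 for LCE1C with 11 reads. These are consistent with counting noise, though a single read always lies in 1 library, so the test says little for the first pair. For SOWAHA, with 4 reads in 1 library, the share was 0.0191. It was picked for its unevenness among 148 combinations, so a share of this size does not exclude counting noise. That library was also the largest of its group, with 33.33 M reads.

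In the acid panel, GPR65 was 315.6 in pH 6.8 replicate 4 at 24 h against 384.2 to 397.8 in the others, and GPR132 was 1918 in the same sample against 1612 to 1655. At 48 h SLC16A3 was 501.8 in pH 6.8 replicate 4 against 550.2 to 557.8. CA2 was 67.2 in pH 6.8 replicate 2 at 24 h against 91.6 to 96.5, and 77.8 in pH 6.8 replicate 4 at 48 h against 74.5 to 74.8. Of these 5, GPR65 and CA2 at 24 h stood apart after thinning.

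The effect of pH 6.8 on gene sets differed from that at 24 h in 15 of 24 combinations, by a test of the difference itself with limma's camera. At 48 h the difference in median log2 change was 0.14 for G2/M and mitosis (34 of 34 genes), 0.081 for glycolysis and hypoxia, 0.052 for the interferon response, -0.045 for cytosolic ribosomal proteins, 0.096 for S phase and -0.115 for the unfolded protein set. At 72 h it was -0.157 for ATF4, -0.13 for cholesterol synthesis, 0.28 for G2/M and mitosis (34 of 34 genes), 0.238 for MHC class II, 0.407 for the mitochondrially encoded genes (13 of 13 genes), -0.078 for p53 targets, -0.08 for cytosolic ribosomal proteins, 0.131 for S phase and -0.083 for the unfolded protein set. The adjusted p lay between 7.05e-11 and 0.0413.

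Technical explanations for the 15 differences were tested by correcting the values and testing again. After thinning to equal library size 14 of the 15 passed, after removal of a trend on GC content 15, after removal of a trend on gene length 14, and after scaling without the 10 most abundant genes, which took 6.84 to 8.22% of the reads of a sample, 15. With the replicate number as a batch 14 passed, with glycolysis and hypoxia at 48 h no longer past the threshold (adjusted p = 0.0517). These corrections do not account for the differences. Of 100 regroupings that swapped same-numbered samples between pH 6.8 and 7.4 within each time, 17 gave at least 15 differences, the real grouping included. Swapping labels at one time alone turns the pH effect itself into a difference between times, so this comparison is inflated by the pH effect and does not settle whether the differences exceed an arbitrary grouping. At 72 h pH 7.4 holds 2 samples. Pairing the samples of the same number and pH over time kept 13 of the 15, without glycolysis and hypoxia at 48 h (adjusted p = 0.116) and p53 targets at 72 h (adjusted p = 0.293). In the fits that each left out 1 sample, the difference at 48 h ranged from -0.116 to 0.013 for cytosolic ribosomal proteins and from -0.021 to 0.147 for the interferon response.

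Over 46 measures, SOWAHA was the only one that moved opposite ways: all pH 6.8 samples lay above all pH 7.4 samples at 48 h, where the log2 change was 2.29, and all lay below at 72 h, where it was -0.42. The difference between 48 and 72 h was not tested. Its values are a few reads per library, and at 72 h the groups hold 3 and 2 samples, for which a random order separates them in 20% of cases. No biological explanation was tested.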

How the results depend on the processing

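The comparisons, the filter, the gene sets, the rule for naming genes and all alternatives other than edgeR and the pairing over time were chosen before the data were examined, except that the acid panel was shortened by 2 genes after the results had been seen. edgeR, without and with the replicate block, was added after the values had been seen, and so was the fit that pairs samples of the same number and pH over time. That fit was run for the differences between times alone and gave 0 genes for 48 against 24 h (1146 at an unadjusted p under 0.05) and 19 for 72 against 24 h (0). The median log2 change of all genes lay between -0.013 and 0.039 in each comparison with the FPKM table, a pseudocount of 0.1, no filter, quantile normalization, the replicate block and edgeR without it. It was not computed for the other alternatives. A count of genes is called moved when it is over 1.5 times or under that fraction of the reported count. Except where a value is given, the cause of a change was not tested.

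The replicate block moved most counts up. For pH 6.8 against 7.4 it gave 2469, 3070 and 1312 genes at 24, 48 and 72 h (1341, 1386 and 648 without it). For pH 7.0 it gave 236, 432 and 456 (17, 11 and 109 without it), for pH 7.2 at 72 h 8 (2), for the pH trends 3019, 3361 and 1699 (1967, 1616 and 946), and for pH 7.4 against 0 h 3435, 4064 and 3355 (2128, 2504 and 2118). The difference of the pH 6.8 effect between 72 and 24 h gave 1 gene (0 without it, 696 at an unadjusted p under 0.05). In simulated reads with a difference between replicate numbers the block raised recovery from 53.5% to 63.0%, with 3.1% of calls false. The gains in the real counts were larger, and their cause was not tested. edgeR with the block gave 2389, 2937 and 1295 for pH 6.8, 254, 428 and 477 for pH 7.0, 7 for pH 7.2 at 72 h, 2965, 3250 and 1702 for the trends, 3332, 3997 and 3308 against 0 h, and 1 for the difference between 72 and 24 h. With the block the surplus of higher genes shrank at pH 7.0 and 72 h to 249 higher and 207 lower (77 and 32 without it), and with edgeR and the block to 247 and 230. The latter also gave 687 higher and 608 lower at pH 6.8 and 72 h (412 and 236), and 836 rising and 866 falling in the trend at 72 h (367 and 579).

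Fitting only the groups compared lowered many counts: 538, 722 and 221 for pH 6.8, 0 for pH 7.0 at 24 h (2406 at an unadjusted p under 0.05), 0 for pH 7.2 at 72 h (1178 unadjusted), and 1033 and 1507 for pH 7.4 against 0 h at 24 and 48 h. It raised the count to 27 for pH 7.0 at 48 h, 128 for pH 7.0 at 72 h (109), 2034 for the trend at 24 h (1967) and 25 for the gene sets (23). Without a filter on low values the counts were 881 for pH 6.8 at 24 h, 18 for pH 7.0 at 48 h, 1, 5 and 13 for pH 7.2 at the 3 times, the last with 2 higher and 11 lower, and 7 for the difference between 72 and 24 h. The FPKM table gave 11 for pH 7.0 at 24 h and 0 for pH 7.2 at 72 h (723 unadjusted). It also made more genes higher than lower against 0 h, 57.3%, 59.0% and 59.9% higher at the 3 times against 46.8%, 47.8% and 45.6%. A pseudocount of 0.1 gave 7 for pH 7.2 at 72 h. edgeR without the block gave 0 for pH 7.0 at 24 h (2097 unadjusted) and 0 for pH 7.2 at 72 h (1210 unadjusted). Quantile normalization moved none of the 18 counts, and rank-based camera gave 24 gene sets in place of 23.

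Leaving out each of 39 samples in turn gave ranges of counts, the fits per result in brackets. For pH 6.8 they were 239 to 1620 at 24 h (7), 667 to 1822 at 48 h (8) and 186 to 642 at 72 h (3). The lowest at 24 h, without pH 7.4 replicate 3, shared 232 genes with the full result. The lowest at 72 h, without pH 6.8 replicate 2, shared 182. For pH 7.0 they were 0 to 269 at 24 h (7, from 1341 to 2742 genes at an unadjusted p under 0.05) and 0 to 57 at 48 h (7, from 1275 to 2304 unadjusted), and for pH 7.2 at 72 h 0 to 1 (4, from 1209 to 1523 unadjusted). The trends gave 805 to 2244, 858 to 2081 and 385 to 1046 at the 3 times (14, 14 and 7), and pH 7.4 against 0 h gave 1094 to 2157 at 24 h (7), 1767 to 2443 at 48 h (8) and 1680 to 2090 at 72 h (4). The pH 7.2 counts at 24 and 48 h and both differences between times stayed at 0 in these fits, with 443 to 1243, 566 to 1016, 472 to 649 and 609 to 886 genes at an unadjusted p under 0.05. The gene set count stayed between 21 and 25. Groups of 2 samples were not reduced, so pH 7.0 against 7.4 at 72 h has no such fit.

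Among 53 gene-set results, 50 had the same direction and side of the threshold with the replicate block, 53 with edgeR, 50 with edgeR and the block, 51 with the FPKM table, 52 with quantile normalization, 52 with only the groups compared and 51 without a filter. With pairing over time 13 of 15 did. The interferon set at pH 7.4 and 72 h against 0 h reversed with the replicate block (0.046, adjusted p = 0.919) and with edgeR and the block (0.041, adjusted p = 0.943), from -0.049. Neither passed, and with only the groups compared it passed in the reported direction (adjusted p = 0.0326). Over 408 fits of sets that left out a sample, 363 were the same, 43 fell short of the threshold and 2 reversed: at 48 against 24 h the ribosomal protein set ranged from -0.116 to 0.013 and the interferon set from -0.021 to 0.147.

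Among 40 results for named genes, none changed direction with the alternatives that keep all samples of the groups compared. The number that lost the threshold was 13 with only the groups compared, 6 with edgeR, 4 without a filter, 3 with a pseudocount of 0.1, 2 with edgeR and the block, 1 with quantile normalization and 0 with the block. The threshold was gained by 2 with edgeR and the block, by 1 with the block and by 1 with quantile normalization. The FPKM filter left 14 of the 40, of which 1 lost and 1 gained the threshold. Of 249 fits that left out a sample, 194 were the same, 47 lost and 1 gained the threshold, and 7 reversed, all in 2 genes whose reported change is near 0: SLC16A1 at 48 h ranged from -0.22 to 0.30 and TXNIP from -0.04 to 0.08. Depth limits the genes with few reads: in simulated data 99.1% of changed genes with a mean of at least 50 reads were recovered, against 69.0% of all. With a simulated difference between replicate numbers, 83.0% of 106 changed genes with at least 50 reads were recovered, and 98.1% with the block. In the simulation depth was therefore not the only limit. The size of the replicate difference was set in advance there, so this does not show what limits the real data.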

Other observations

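For the score patterns below, the test of a gap between all interferon samples was chosen only after the result had been seen. The other tests were written before their values were known, the interferon and hypoxia tests after those patterns had been seen.

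Other splits of the samples were compared with the real one for the pairwise counts of genes at 24 and 48 h, keeping to splits that part as many same-numbered pairs as the real groups do. For pH 6.8 against 7.4 at 24 h, 1 of 8 splits, the real one, gave as many as 1341 genes, and no other gave any (at most 1511 at an unadjusted p under 0.05). At 48 h it was 1 of 8 as well, and no other gave any (at most 2018 unadjusted). With the replicate block the next highest splits gave 37 and 1 genes. For pH 7.0, 1 of 8 splits gave as many at 24 h and 1 of 8 at 48 h, and no other gave any (at most 1098 and 1566 unadjusted). With the block the next highest gave 56 and 14. For pH 7.4 against 0 h, 1 of 8 splits gave as many at 24 h, the next highest giving 596, and 1 of 8 at 48 h, no other giving any (at most 2565 unadjusted). With the block the next highest gave 2369 and 450, against 3435 and 4064 for the real groups. Splits that swap same-numbered samples can keep part of the real contrast, so these counts do not show what an arbitrary split gives. For pH 7.2, where the real count is 0 (673 and 685 genes at an unadjusted p under 0.05), 4 of 4 splits at 24 h and 8 of 8 at 48 h gave as many. Any split gives at least 0 genes, so the comparison for pH 7.2 could have no other outcome. For the other comparisons, with 8 splits the share cannot fall under 0.05, so they alone cannot exclude an arbitrary grouping. The pairwise counts at 72 h, and the difference of the pH 6.8 effect between 72 and 24 h, were not compared with other splits.

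The remaining splits part 0 to 2 same-numbered pairs and so mix replicate number into the groups. Of these, the highest counts were 1034 and 557 genes for pH 6.8 at 24 and 48 h, 951 and 204 for pH 7.4 against 0 h, and 31 and 32 for pH 7.0. At pH 7.0 these exceed the real counts of 17 and 11: over all 35 splits, 2 gave as many at 24 h and 2 at 48 h, the real one included. The higher one put numbers 1, 1, 2 and 4 against 3, 3 and 4 at 24 h, and 2, 3 and 4 against 1, 1, 3 and 4 at 48 h.

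For the pH trends, 1 of 100 regroupings, the real one, gave as many genes at 24 h, 1 of 100 at 48 h and 1 of 100 at 72 h, and the next highest counts were 1128, 1066 and 523. For the gene sets at pH 6.8, 3 of 100 regroupings gave at least 23 combinations past the threshold, the real one included. For the difference of the pH 6.8 effect between 48 and 24 h, the real count is 0 (535 unadjusted). Any regrouping gives at least 0 genes, so 100 of 100 gave as many, which tests nothing. The highest gave 1911, because swapping labels at one time turns the pH effect into a difference between times.

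Technical explanations of the 1386 genes past the threshold at pH 6.8 and 48 h were tested by correcting the values. Thinning all libraries to the same size kept 1185 of them (85.5%), removing a trend on GC content kept 1298 of the 1303 with a GC value, removing a trend on gene length kept 1303, and scaling without the 10 most abundant genes, which took 6.84 to 8.22% of the reads of a sample, kept 1349. With the replicate number as a block 1386 were kept. A GC value was found for 94.0% of the 1386 genes but for 79.4% of all tested genes, so the GC correction covers the called genes and not the whole test. Of the 3070 genes with the block, 85.3%, 98.9%, 95.1% and 97.9% were kept under the same 4 corrections. None of these 4 corrections accounts for most of the genes. The authors' alignment and counting could not be tested.

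A response proportional to pH was tested on a score of the 1341 genes found at 24 h, measured in the samples of the other times. At 48 h the score was 0.21 ± 0.13 (SD, n = 4) at pH 6.8, 0.05 ± 0.06 (SD, n = 3) at pH 7.0, -0.10 ± 0.05 (SD, n = 3) at pH 7.2 and -0.21 ± 0.06 (SD, n = 4) at pH 7.4. After adjustment for replicate number, pH 7.0 and 7.2 lay at 65.7% and 29.8% of the distance from pH 7.4 to 6.8, where a straight line gives 66.7% and 33.3%. A permutation test of the departure from a line gave p = 0.969 over 14 samples at 48 h and p = 0.516 over 11 samples at 72 h, where the positions were 89.4% and 38.9%. The scores are consistent with a response that grows in proportion to the pH deviation, and a test of this size does not exclude a modest curve. Samples with the same number at 24, 48 and 72 h may share a culture, so the later times are not shown to be independent of the choice of genes.

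The glycolysis and hypoxia genes were lower in the bioreactor at pH 7.4 than at 0 h, by medians of -0.376, -0.436 and -0.338 at 24, 48 and 72 h. Without the 5 genes with the largest falls the median nearest to 0 was -0.271, so single genes do not make the pattern. Correction for library size kept at least 95% of the median change at each time, correction for GC content 100% and correction for gene length 95.1%. The lowest score among the 4 samples at 0 h was 0.395 above the highest of the 39 later samples, so no subset of samples makes it. The 0 h samples come from the batch culture before the bioreactor, so vessel and time change together, and the labels give no measurement of oxygen. One hypothesis is that cells were shorter of oxygen, or used more glucose, at the end of the batch culture than in the bioreactor. It was not tested against oxygen or glucose, and the design cannot separate it from any other difference between the vessels.

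The interferon response genes were lower at 24 h than at 0 h and higher again at 72 h. At pH 7.4 the median change at 24 h was -0.888, and -0.793 without the 5 largest falls. With 32 of 33 genes lower, the latter could not have reached 0. Correction for library size kept 102.1% of the median change over all genes of the set, for GC content 102.6% and for gene length 101.0%. The lowest score at 0 or 72 h was 0.421 above the highest of the 14 samples at 24 h. All 8 same-numbered pairs at pH 6.8, 7.0 and 7.2 rose from 24 to 72 h, so the pattern is not confined to pH 7.4. A candidate explanation is that the transfer to the bioreactor lowers interferon signalling for a time, or that products of the cells build up again as the culture ages. Neither was tested, and the labels name no library batch that could be tested against time.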
